# FoxM1 transactivates PTTG1 and promotes colorectal cancer cell migration and invasion

**DOI:** 10.1186/s12920-015-0126-9

**Published:** 2015-08-12

**Authors:** Yun Zheng, Jinjun Guo, Jin Zhou, Jinjian Lu, Qi Chen, Cui Zhang, Chen Qing, H. Philip Koeffler, Yunguang Tong

## Abstract

**Background:**

Metastasis is the major cause of cancer-related death. Forkhead Box M1 (FoxM1) is a master regulator of tumor metastasis. This study aims to identify new FoxM1 targets in regulating tumor metastasis using bioinformatics tools as well as biological experiments.

**Methods:**

Illumina microarray was used to profile WT and PTTG1 knockout HCT116 cells. R2 Genomics Analysis was used to identify PTTG1 as a potential FoxM1 targeted gene. Luciferase reporter array, EMSA and Chromatin Immunoprecipitation (ChIP) were used to determine the binding of FoxM1 to PTTG1 promoter. Boyden chamber assay was used to evaluate the effects of FoxM1-PTTG1 on cell migration and invasion. Splenic-injection induced liver metastasis model was used to evaluate the effects of FoxM1-PTTG1 on liver metastasis of colorectal cancer.

**Results:**

Analyses of multiple microarray datasets derived from human colorectal cancer indicated that correlation levels of FoxM1 and pituitary tumor transforming gene (PTTG1) are highly concordant (R = 0.68 ~ 0.89, *p* = 2.1E-226 ~ 9.6E-86). FoxM1 over-expression increased and knock-down decreased PTTG1 expression. Luciferase reporter assay identified that the −600 to −300 bp region of PTTG1 promoter is important for FoxM1 to enhance PTTG1 promoter activity. EMSA and ChIP assays confirmed that FoxM1 directly binds to PTTG1 promoter at the −391 to −385 bp region in colorectal cancer cells. Boyden chamber assay indicated that both FoxM1 and PTTG1 regulate migration and invasion of HCT116 and SW620 colorectal cancer cells. Further *in vivo* assays indicated that PTTG1 knock out decreased the liver metastasis of FoxM1 over-expressing HCT116 cells. Microarray analyses identified 662 genes (FDR < 0.05) differentially expressed between WT and PTTG1^−/−^ HCT116 cells. Among them, dickkopf homolog 1 (DKK1), a known WNT pathway inhibitor, was suppressed by PTTG1 and FoxM1.

**Conclusions:**

PTTG1 is a FoxM1 targeted gene. FoxM1 binds to PTTG1 promoter to enhance PTTG1 transcription, and FoxM1-PTTG1 pathway promotes colorectal cancer migration and invasion.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12920-015-0126-9) contains supplementary material, which is available to authorized users.

## Background

Colorectal cancer (CRC) is the third most commonly diagnosed cancer and the second leading cause of cancer-related death in the United States. Almost a third of CRC patients have metastatic disease at diagnosis [1]. Half of the patients diagnosed and resected with early-stage disease subsequently develop metastasis [2]. The process of cancer metastasis consists of a series of sequential and interrelated steps, including invasion, detachment from the primary sites, intravasation, survival in the circulation and translocation to microvessels of target organs, extravasation and colonization [3]. Several pathways, including Cadherin-catenin system, integrins, matrix metalloproteinases (MMPs), epidermal growth factor receptor (EGFR) signaling pathways (including the RAS-RAF-MAPK and PI3K/AKT), and the c-Met and hepatocyte growth factor/scatter factor (HGF/SF) signaling cascade (including the Wnt pathway, the Ras pathway and the PI3K/AKT pathway) have shown being involved in the CRC metastasis [4–9]. However, we still know very little about the exact molecular mechanisms that regulate CRC metastasis.

Pituitary tumor-transforming gene-1 (PTTG1) was isolated from rat pituitary tumor cells in 1997 [10]. As a vertebrate securin, PTTG1 functions in cell replication, cell cycle control, DNA damage/repair, organ development, metabolism, cell transformation and cell senescence [11, 12]. And more importantly, PTTG1 is highly expressed in tumors derived from a variety of organs, including colon, pituitary, thyroid, breast, ovary, uterine, lung and esophagus [13–19]. PTTG1 has been identified as a key signature gene associated with tumor metastasis. PTTG1 activates c-Myc and cyclin D3 (CCND3) to facilitate cell proliferation, increases basic fibroblast growth factor (bFGF), vascular endothelial growth factor (VEGF) and matrix metalloproteinase 2 (MMP2) expression to induce angiogenesis, which play an important role in tumor development and cancer metastasis, and also induces interleukin-8 to function in metastasis [11, 20–22]. PTTG1 interacts with transcription factors including p53, Sp1, and upstream stimulatory factor 1 (USF1), which may induce additional genes involved in tumorigenesis and cancer development [20, 23, 24]. In terms of colorectal cancer, PTTG1 overexpression is associated with tumourigenesis, progression and cancer metastasis [25].

The human forkhead box protein M1 (FoxM1) gene, consisting 10 exons, is mapped to chromosome 12p13-3, and plays important roles in cellular proliferation and differentiation during embryogenesis and development of cancer [26–28]. FoxM1 protein has been identified as a key regulator of cell cycle by targeting genes involved in G1/S progression and G2/M transition such as cyclin B1, Cdc25B, Aurora B and Polo like kinases, etc. [27]. Expression of FoxM1 is dramatically elevated in tumor cells derived from liver, lung, colon, breast and prostate [29]. FoxM1 contributed to the development and growth of mouse CRC [30] as well as a subset of human CRC [31]. FoxM1 is regarded as a master regulator of tumor metastasis [32]. Abnormal activation of FoxM1 leads to overexpression of multiple angiogenic genes, such as MMP-2, Cav-1, ZEB1 and ZEB2, which result in overexpression of multiple pro-invasion and -metastasis molecules [28, 33–35].

As described above, abnormal transcription and expression of PTTG1 and FoxM1 are involved in cancer progression and metastasis. However, the precise roles of PTTG1 and FoxM1 in CRC progression and metastasis remain unclear. In the present study, we demonstrated that FoxM1 and PTTG1 were concordantly up-regulated in colorectal cancers. FoxM1 activates PTTG1 and promotes migration and invasion of colorectal cancer cells.

## Methods

### Microarray data analyses

We used R2 Genomics Analysis and Visualization Platform (http://r2.amc.nl) to determine the correlation between FoxM1 and PTTG1 expression in seven microarray datasets derived from tumors. Six datasets were from Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/gds/), including three colon cancer datasets (GSE2109, *n* = 315; GSE41258, *n* = 388; GSE39582, *n* = 564), one breast cancer dataset (GSE3494, *n* = 251), one ovarian cancer dataset (GSE9891, *n* = 285) and one neuroblastoma dataset (GSE45547, *n* = 649). One glioma dataset (*n* = 403) was from TCGA. These datasets has been processed and stored in the server of R2 platform.

To identify potential PTTG1-targeted genes, total RNA from PTTG1^+/+^ and PTTG1^−/−^ HCT116 cells was isolated using the RNeasy Kit (Qiagen, Germantown, MD, USA) and analyzed using Illumina microarrays (HumanHT-12_V4). Raw data were processed using the manufacturer’s standard protocol and further analyzed using Partek 6.5. Microarray data have been deposited into the GEO database (GSE58863).

### Cell culture and transfections

HCT116 and SW620 cells were obtained from the American Tissue Culture Collection (ATCC, Manassas, VA, USA) and cultured at recommended conditions. HCT116 PTTG^+/+^ and PTTG^−/−^ cells were kindly provided by Dr Bert Vogelstein, Johns Hopkins University (Baltimore, MD, USA). Transfections were performed in 70–80 % confluent cells using Lipofectamine 2000 (Invitrogen, Grand Island, NY, USA) according to the manufacturer’s protocol.

### Plasmids and siRNAs

Four different human PTTG1 promoter fragments (from-1300 to +50, from −900 to +50, from −600 to +50 and from −300 to +50 bp ) were amplified from human genomic DNA (Roche Company, Basel, Switzerland) using TaKaRa LA Taq, and inserted into the pGL3-Basic luciferase reporter vector (Promega, Madison, WI, USA). Wild-type FoxM1 and PTTG1 expression plasmids were amplified from human FoxM1 and PTTG1 cDNA using a High-Fidelity polymerase (Clontech, Mountain View, CA, USA) and cloned into pcDNA3.1/myc-his vector (Invitrogen). All plasmids above were sequenced by Sequetech (Mountain View, CA, USA). Predesigned human PTTG1 siRNA (ID s17655), FoxM1 siRNA (ID s5248) and negative control No. 1 siRNA (Cat# AM4611) were obtained from Ambion (Grand Island, NY, USA).

### RNA extraction and real-time PCR

Total RNA was isolated using TRIZOL Reagent (Invitrogen). Three micrograms of total RNA were used to synthesize cDNA with SuperScript II Reverse Transcriptase (Invitrogen). Real-time PCR was amplified in 20 μl reaction mixtures (100 ng template, 0.5 μM of each primer, 10 μl 2× SYBR GREEN Master Mix (Applied Biosystems, Foster City, CA, USA) using the following parameters: 95 °C for 1 min, followed by 40 cycles of 95 °C for 20 s, 60 °C for 40 s. β-actin was used as internal control. Sequence of real-time PCR primers were provided in Additional file 1.

### Western blot analysis

Total cell lysate was prepared in RIPA buffer (Sigma, St. Louis, MO, USA) containing Protease Inhibitor Cocktail (Sigma). Protein concentrations were measured by Coomassie Plus Assay Kit (Pierce, Rockford, IL USA) using BSA as standard. Equal amounts (100 μg) of proteins were separated by NuPAGE Novex Bis-Tris Gels (Invitrogen) and transferred onto polyvinylidene difluoride (PVDF) membrane (Millipore, Billerica, MA, USA). The membrane was incubated in TBS buffer containing 5 % nonfat dry milk (Bio-Rad, Hercules, CA, USA) for 1 hour at room temperature, followed by incubation with the primary antibodies at 4 °C overnight: FoxM1 (1:200), PTTG1 (1:500) and DKK1 (1:200) were from Abcam (Cambridge, MA, USA). β-actin (1:5000) was from Sigma. After washes with TTBS (0.5 % Tween-20 in TBS), membranes were subsequently incubated with horseradish peroxidase linked secondary antibody (GE Healthcare, Piscataway, NJ, USA) for 1 hour at room temperature and developed using ECL Western Blotting Detection Reagents (GE Healthcare). Detected bands were quantified using Image J v1.43 as instructed in the software manual.

### Luciferase reporter assay

Cells were plated into 24-well plates and incubated at 37 °C overnight. Each well was co-transfected with: 1) 200 ng PTTG1 luciferase promoter, pGL3-Basic as control; 2) 800 ng FoxM1 expression plasmid, empty pcDNA3.1 vector as control; or 75 ng FoxM1 siRNA, negative control No. 1 siRNA as control; 3) pRL-TK (Promega) encoding Renilla luciferase was used as an internal control (10 ng/well) to assess transfection efficiency. After 24 hours, whole-cell lysates prepared with passive lysis buffer were collected for reporter detection by the Dual Luciferase Reporter System (Promega) according to the manufacturer’s protocol. Reactions were measured using an Orion Microplate Luminometer (Berthold Detection System, Pforzheim, Germany). Transfections were performed in triplicate and repeated four times to assure reproducibility.

### Electrophoresis mobility shift assay (EMSA)

Fluorescence-based Electrophoretic Mobility Shift Assay (EMSA) Kit (Invitrogen) was used to assess binding of FoxM1 on PTTG1 promoter. PTTG1 promoter 60 bp fragment (ATATTTC***TATTTAT***TTTCCATCCTTTTTACAGGGTCATC ***TAAATAA***AAATATCTTAAAGC, −398 to −339 bp upstream from the human PTTG1 TSS) was found containing two putative FoxM1 binding sites (−391 to −385 and −359 to −353 bp). The wild type fragment (defined as Biotin-Probe and a mutant without both FoxM1 binding sites (ATATTTC***gatcgtg***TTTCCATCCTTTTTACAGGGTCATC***atccttg***AAATATCTTA AAGC, defined as Biotin-dmProbe), and −391 to −385 mutant 60 bp probe (ATATTTC***gatcgtg***TTTCC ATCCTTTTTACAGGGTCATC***TAAATAA***AAATATCTTAAAGC, defined as 1^st^ site mProbe) were synthesized with 3’-ends labeled with biotin. The oligonucleotides without biotin were used as negative control and competitors, including wild type 60 bp probe (defined as Cold Probe), −398 to −377 wild type 22 bp fragment (ATATTTC***TATTTAT***TTTCCATC, defined as 1^st^ site oligo) and −367 to −363 wild type 25 bp fragment (GGGTCATC ***TAAATAA***AAATATCTTA, defined as 2^nd^ site oligo). FoxM1 was overexpressed in HCT116 cells, and nuclear protein was extracted using a nuclear extract kit (Active Motif). Protein concentration was measured by Coomassie Plus Assay Kit (Pierce). Oligonucleotides (1 μg) was incubated with 1 mg nuclear proteins for 20 min at room temperature in binding buffer containing 12 % glycerol, 12 mM HEPES (pH 7.9), 4 mM Tris (pH 7.9), 150 mM KCl, 1 mM EDTA, 1 mM dithiothreitol, and 10 μg polydeoxyinosinic deoxycytidylic acid competitor. The mixtures were analyzed according to the provided manual of the EMSA kits.

### Chromatin immunoprecipitation (ChIP)

Using a ChIP kit (Active Motif, Carlsbad, CA, USA), about 10^7^ cells were cross-linked and lysed. Chromatin was sheared to 300 to 700 bp fragments. Sheared chromatin DNA mixture (normalized inputs) was incubated with 4 μg FoxM1 antibody (#Santa Cruz Biotechnology, Santa Cruz, CA, USA) overnight at 4 °C. Negative control IgG and positive control H3 antibody were added at 10 μl (4 μg) per ChIP reaction. Real-time PCR were amplified using PTTG1 promoter primer (targeting −391 to −385 bp region), PTTG1 exon2 primer (as negative control) and VEGF promoter primer (as positive control).

### In vitro migration and invasion assay

Cell migration and invasion assays were performed in 6.5 mm Transwells (Corning #3422, Corning, NY, USA). Cells (2 × 10^5^) suspended in 100 μ l serum-free medium were added to the upper chamber and the lower chamber was filled with complete medium with 10 % serum. Cells were allowed to migrate at 37 °C for 48 h. After removing non-migrated cells, membranes were fixed in methanol and stained with 0.05 % crystal violet. Migrated cells were photographed and quantified in five random fields per membrane. Each sample was assayed in triplicate. For invasion assay, the Transwells were first coated with Matrigel and cells were allowed to invade for 72 h. For wound assay, cells were grown to confluence on 35 mm dishes. A wound was made in each cell monolayer. Images were captured on time 0 and 24 h. Cell migration distance was determined by subtracting values obtained at 0 h from 24 h. Migration distances were expressed as percentages over control values.

### Intrasplenic injection-induced liver metastases

Mouse injections were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Cedars-Sinai Medical Center. Briefly, Six-week-old female nude (nu/nu) mice (Jackson Laboratories) were anesthetized (by IP injecting Ketamine [75 mg/kg] and Dexmedetomidine [0.5 mg/kg] ). Carprofen at 5.0 mg/kg were injected subcutaneously after anesthesia induction and prior to performing surgery. The abdomen was disinfected with Iodine and alcohol swab and a small midline incision was made. The spleen is exteriorized and 10 cells in 50 μ l PBS were injected. After injection, the spleen was then returned to the abdomen cavity. The abdomen wall was closed using absorbable suture (Dexon) in a continuous suture pattern. The skin will be closed using a 6–0 nylon suture (Dexon) in an interupted suture patter. 0.1 mg/kg buprenorphine will be injected subcutaneously after operation. 1.0 mg/kg atipamezole will be injected ip to reverse dexmedetomidine. Animals were kept in a clean cage. The research staff gave warm fluid subcutaneously (1 ml/100 g body weight) and also put a petri dish with water soaked food on the cage floor. After one week, animals were anesthetized with isoflurane in a desiccator jar in the appropriate fume hood. The sutures on the body wall were removed. Mice were monitored daily for adverse effects. Six weeks after intrasplenic injection, the mice were sacrificed and autopsy performed to check for formation of liver metastases.

### Statistical analysis

All results were expressed as mean ± SD. Two-group comparison was assessed by nonpaired, two tailed Student’s t test. The difference between multiple groups was assessed by ANOVA.

## Results

### 1. FoxM1 and PTTG1 are concordantly expressed in colorectal cancer

Multiple microarray datasets were analyzed to determine the correlation between FoxM1 and PTTG1 mRNA levels. The results consistently demonstrated that the mRNA levels of PTTG1 and FOXM1 are highly correlated. The levels of correlation (R = 0.68 ~ 0.89, *p* = 2.1E-226 ~ 9.6E-86) for seven datasets are shown in Fig. 1a, which include three colon cancer datasets (GSE2109, *n* = 315; GSE41258, *n* = 388; GSE39582, *n* = 564), one breast cancer dataset (GSE3494, *n* = 251), one glioma dataset (TCGA, *n* = 403), one ovarian cancer dataset (GSE9891, *n* = 285) and one neuroblastoma dataset (GSE45547, *n* = 649). We further analyzed GSE2109 dataset to determine whether known FoxM1 targeted genes exhibited concordant expression pattern with FoxM1. In the top 15 concordantly expressed genes, 8 are known FoxM1 targets, including CCNB2, BUB1, CDC20, CCNB1, BIRC5, BUB1B, CEP55 and CENPF. PTTG1 was ranked as the fifth (R = 0.79, *P* = 6.9E-65) gene concordantly expressed with FoxM1 (Fig. 1b), suggesting that PTTG1 is a potential target of FoxM1.

**Fig. 1:**
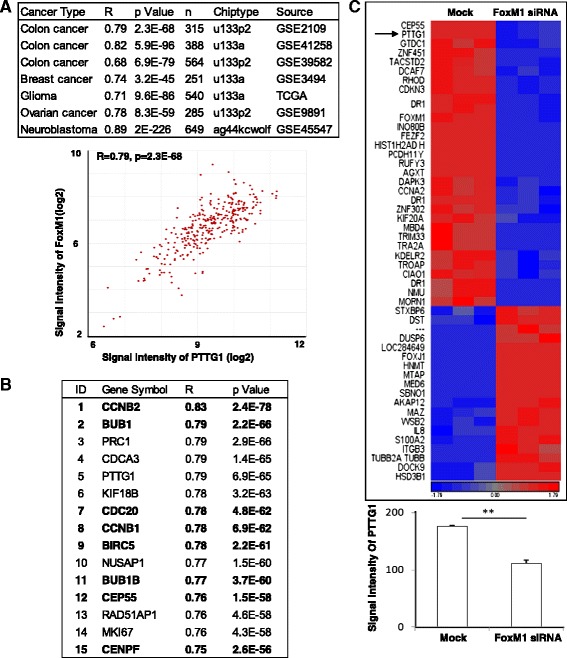
Correlation between FoxM1 and PTTG1 expression in colorectal cancer. **a** FoxM1 closely correlates to PTTG1 expression in 7 tumor microarray datasets (upper table). Expression levels of FoxM1 and PTTG1 were obtained from a colon cancer microarray dataset (GSE2019, *n* = 315) and plotted in lower figure. **b** The top 15 genes associated with FoxM1 expression in GSE2019 dataset. Known FoxM1 target genes were bolded. PTTG1 is ranked as fifth. **c** Differentially expressed genes in BT-20 breast cancer cells transfected with mock or FoxM1 siRNA. The microarray data were standardized (shift genes to means of zero and scale to standard deviation of one). Two-way Hierarchical Clustering was performed. The heat map (upper figure) shows that 49 genes were differentially expressed including CEP55 and PTTG1. The lower figure indicated that the PTTG1 is statistically down-regulated by FoxM1 knock-down

We also analyzed microarray dataset derived from BT-20 breast cancer cells transfected with mock or FoxM1 siRNA (GSE2222) [36]. Forty nine genes were differentially expressed between mock and FoxM1 siRNA transfected cells (FDR < 0.05). Centrosomal protein 55 kDa (CEP55), a known target gene of FoxM1, was down-regulated 1.5 folds (*p* = 2.95E-05) in the FoxM1 siRNA transfected cells. PTTG1 was down-regulated 1.8 folds (*p* = 7.40E-05, Fig. 1c).

### 2. FoxM1 regulates the transcription and expression of PTTG1

To determine whether FoxM1 modulates PTTG1 expression in colorectal cancer cells, we first examined FoxM1 expression in 61 colorectal cancer cell lines using microarray data derived from CCLE (Cancer Cell Line Encyclopedia) [37]. The results indicate that most colorectal cancer cell lines, including SW620 and HCT116, express abundant FoxM1 mRNA (Additional file 2). SW620 and HCT116 colorectal cancer cells were then transfected with mock or FoxM1 siRNA. As shown in Fig. 2a and b, transfection of FoxM1 siRNA suppressed FoxM1 mRNA by ~87 % in HCT116 and ~70 % in SW620 cells, and reduced PTTG1 mRNA by ~57 % in HCT116 and ~36 % in SW620 cells, respectively. As a result, FoxM1 protein level was reduced by ~99 % in SW620 and ~63 % in HCT116 cells, and PTTG1 protein expression decreased ~75 % in SW620 and ~40 % in HCT116 cells, respectively (Fig. 2c and d). After transfected with FoxM1 expression plasmids, the FoxM1 mRNA levels increased 12.23 fold in SW620 and 15.34 fold in HCT116 cells. The protein levels increased 3.67 folds in SW620 and 4.97 folds in HCT116 cells (Fig. 2c and d). Over-expressed FoxM1 enhanced PTTG1 mRNA expression 3.22 folds and protein expression 1.43 folds in SW620 cells. Similar results (3.4 folds in mRNA levels and 2.23 folds in protein levels) were obtained in HCT116 cells (Fig. 2c and d). These results suggest that FoxM1 indeed enhances PTTG1 transcription.

**Fig. 2:**
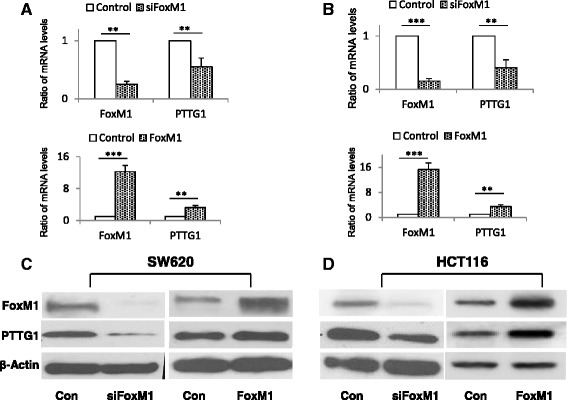
FoxM1 induces PTTG1 mRNA and protein expression in colon cancer cells. FoxM1 siRNA suppressed PTTG1 mRNA expression. SW620 (**a**) and HCT116 (**b**) cells were transfected with negative control siRNA (Con), FoxM1 siRNA (siFoxM1), negative control pcDNA3.1 (Con) or FoxM1 plasmid (FoxM1), respectively. FoxM1 and PTTG1 mRNA levels were detected by real-time PCR; results were normalized with controls and expressed as mean ± SD from triplicate assays. FoxM1 siRNA inhibited, and over-expression increased PTTG1 protein expression. SW620 (**c**) and HCT116 (**d**) cells were transfected with negative control siRNA (Con), FoxM1 siRNA (siFoxM1), negative control pcDNA3.1 (Con) or FoxM1 plasmid (FoxM1), respectively. FoxM1 and PTTG1 protein levels were measured by western blot. All western blot experiments were repeated three times. Results of a representative experiment are shown. *p < 0.05, **p < 0.01, ***p < 0.001

### 3. FoxM1 binds to PTTG1 promoter

GeneQuest (Lasergene7.1) identified two potential FoxM1-binding motifs, i.e. 5’-TATTTAT-3’and 5’-TAAATAA-3’, located at −391 to −385 (1^st^ site) and −359 to −353 bp (2^nd^ site) upstream of the translation initiation site of PTTG1. Four PTTG1 promoter fragments covering 5’ upstream −1300, −900, −600 and −300 to +50 bp were cloned into pGL3-basic luciferase plasmid. These luciferase plasmids were co-transfected with FoxM1 or control plasmid into colorectal cancer cells, and promoter activity measured. As shown in Fig. 3a, all three constructs induced transcriptional activities in response to FoxM1 co-transfection in both cell lines. Similarly, the luciferase plasmids were co-transfected with FoxM1 siRNA and corresponding control siRNA. The −1300, −900 and −600 bp PTTG1 promoter activity was significantly inhibited after co-transfected with FoxM1 siRNA (Fig. 3a), suggesting that the FoxM1 responsive elements locate between −600 to −300 bp region. We mutated the FoxM1 binding sites of the –600 bp PTTG1 promoter in the pGL3-basic plasmid and evaluated FoxM1 effects on the mutated promoters. Mutation of 1^st^ site leads to reduction of 45 % of promoter activity. Mutation of 2^nd^ site leads to reduction of 34 %. Loss of both FoxM1 binding sites leads to a reduction of 77 % promoter activity when co-transfected with FoxM1 (Fig. 3b).

**Fig. 3:**
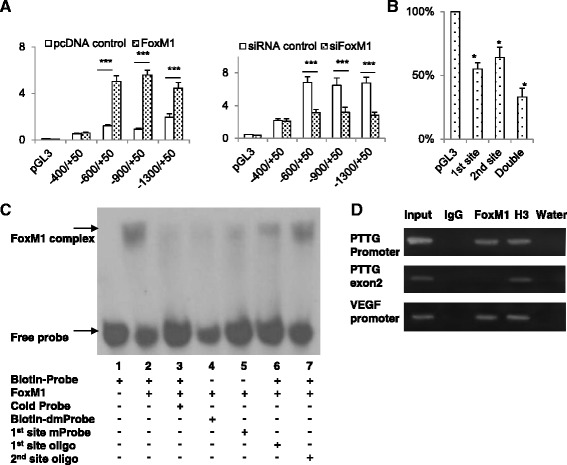
FoxM1 binds to and activates PTTG1 promoter. **a** Luciferase reporter assay. SW620 cells were transfected with pGL3-Basic, pGL3-PTTG1 –1300, −900, −600 or −300/+50 reporter plasmids and co-transfected with pcDNA3.1 control, pcDNA3.1-FoxM1 plasmid (FoxM1), siRNA control or FoxM1 siRNA (siFoxM1), together with Renilla reporter vector. Cells were harvested after 24 h and luciferase activities were examined. After normalizing to Renilla, results are expressed as mean ± SD. Assays were performed in triplicate and experiments were repeated three times. Results of a representative experiment are shown. *p < 0.05, **p < 0.01, ***p < 0.001. **b** FoxM1 binding sites on the -600 bp PTTG1 promoter (pGL3-PTTG1-600) are mutated and these mutants are co-transfected with FoxM1 to evaluate effects of FoxM1 on the activity of mutated promoter (1^st^ site: −391 to −385, 2^nd^ site: −359 to −353 bp of TSS). **c** Biotin-streptavidin EMSA. Representative EMSA shows the bindings of FoxM1 protein with Biotin-Probe in lane 2 (biotin-labeled 60 bp probe, containing both −391 to −385 and −359 to −353 bp wild type FoxM1-binding PTTG1 promoter motifs), with Biotin-dmProbe in lane 4 (biotin-labeled 60 bp probe, containing both −391 to −385 and −359 to −353 bp mutant FoxM1-binding sites) and with 1^st^ site mProbe (biotin-labeled 60 bp probe with −391 to −385 bp mutant FoxM1-binding site, lane 5). Competition assays were performed using a 100-folds excess of cold probe (unlabeled 60 bp wild type probe, lane 3), 1^st^ site oligo (unlabeled 22 bp oligonucleotide only containing −391 to −385 bp wild type FoxM1-binding motif, lane 6) and 2^nd^ site oligo (unlabeled 25 bp oligonucleotide only containing −359 to −353 bp wild type FoxM1-binding motif, lane 7). **d** ChIP assay showing specific endogenous FoxM1 binding to the human PTTG1 promoter. About 500 bp length chromatin DNA in HCT116 cells were immunoprecipitated with FoxM1 antibody, negative control IgG, positive control histone H3 antibody (H3) and water blank control as indicated. Enrichment of chromatins was obtained with primers targeting PTTG1 promoter but not with primers targeting PTTG1 exon 2. The experiment was repeated twice. As VEGF is a known target of FoxM1, primers targeting VEGF promoter were included as a positive control

Next, we carried out a biotin-streptavidin EMSA to verify the interaction between FoxM1 protein and heptamer motifs at −391 to −385 and −359 to −353 bp of the PTTG1 promoter. A 60 bp biotin-labeled probe containing two FoxM1-binding motifs on the human PTTG1 promoter was synthesized and the binding with FoxM1 was examined. As shown in Fig. 3c, the incubation of labeled probe and FoxM1 protein resulted in the appearance of a DNA-protein complex (lane 2). The DNA-protein binding was abolished by adding cold competitive probe (lane 3), strongly inhibited by adding the 60 bp mutant probe with the first site (−391 to −385 bp) mutated (lane 5) and the 20 bp mutant oligonucleotide with the first site mutated (lane 6), and slightly reduced by adding the 20 bp mutant oligonucleotide with the second site (−359 to −353 bp) mutated (lane 7). We also used double sites mutated probe as negative control, which exhibited diminished DNA-protein interaction band (lane 4). These results indicated that both FoxM1-binding sites in the PTTG promoter participates in PTTG1 transcriptional regulation by FoxM1, and directly bind FoxM1 protein. However, we failed to generate supershifts when adding FoxM1 antibody to the EMSA reaction, which might be due to lack of a qualified FoxM1 antibody for EMSA.

As FoxM1 protein is in a native state in EMSA assay but in a denatured state in ChIP, FoxM1 antibody not suitable for EMSA may be able to recognize the denatured FoxM1 in the ChIP experiments. We then performed ChIP assay to determine whether FoxM1 binding to PTTG1 promoter. About 10^7^ HCT116 cells were fixed and chromatin DNA sonicated into about 200–500 bp fragments. Equal amounts of chromatin DNA were incubated separately with IgG, FoxM1 antibody, histone H3 antibody or water. The captured chromatin DNA fragments were analyzed using PCR by three primer pairs targeting different region (PTTG1 -391 to −353, PTTG1 exon2, VEGF promoter). As shown in Fig. 3c, DNA enriched by FoxM1 antibody was positive for primers targeting PTTG1 promoter −391 to −353 bp region, indicating that FoxM1 specifically binds to the PTTG1 promoter. Primers targeting PTTG1 exon2 were used as a negative control, which produced a positive amplification in the input sample and a negative amplification in the FoxM1 ChIP sample. Primers targeting VEGF promoter were used as a positive control and produced a positive signal in both input and FoxM1 ChIP sample. As the two FoxM1 binding sites are only 30 bp away from each other, we are not able to discriminate the binding difference of FoxM1.

### 4. Attenuate PTTG1 and FoxM1 expression suppress migration, invasion and metastasis of colon cancer cells

High PTTG1 is associated with invasiveness [38]. *In vitro* cell migration and invasion assays indicated that PTTG1 knock-out HCT116 cells exhibited impaired migration and invasion (Fig. 4a and b). The migration of PTTG1^−/−^ HCT116 cells decreased about 80.6 % (*P* < 0.001) and the invasion ability decreased about 86.8 % (*P* < 0.001) compared with those of PTTG1^+/+^ control cells (Fig. 4a and b). In wound-healing assay, PTTG1 knock-out caused 34.3 % (*P* < 0.05) decrease in cell migration compared with those of PTTG1 wild-type HCT116 cells (Fig. 4c). Transfection of FoxM1 siRNA in HCT116 cells also resulted in a significant decrease of migration (78.4 %; *P* < 0.001) and invasion (74 %; *P* < 0.001), compared with cells transfected with siRNA control (Fig. 4a and b). We also investigated whether forced expression of FoxM1 would increase cell migration and invasion. Surprisingly, transfection of FoxM1 plasmids did not further enhance the migration and invasion of WT or PTTG1^−/−^ HCT116 cells (Data not shown), which could due to a high baseline expression of FoxM1 in the tested cells.

**Fig. 4:**
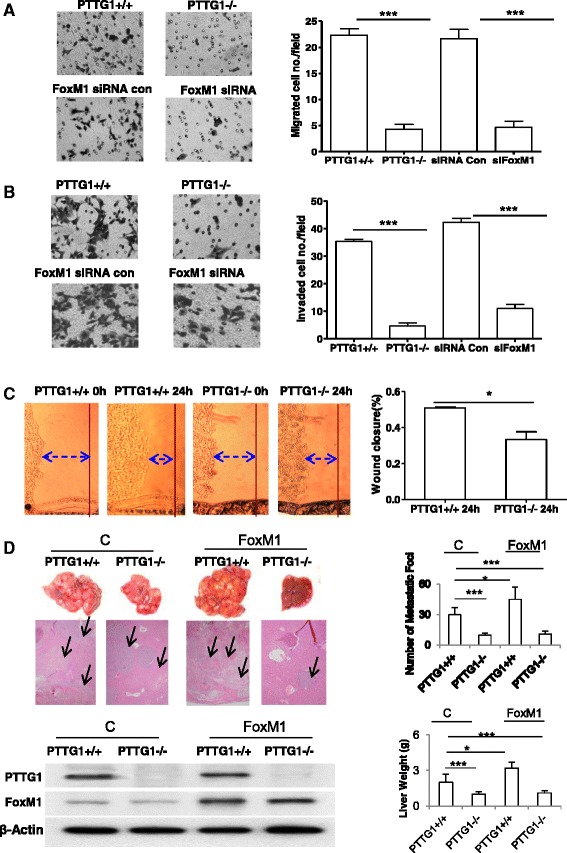
PTTG1 knock-out and FoxM1 knock-down suppress colon cancer cell migration, invasion and liver metastasis. **a**, **b** *In vitro* migration (**a**) and invasion (**b**) assays in HCT116 cells. Left panel: representative migration and invasion photographs of PTTG1^+/+^, PTTG1^−/−^, control siRNA- and FoxM1 siRNA (siFoxM1)-transfected cells. Right panel: quantification of migrated and invaded cells per field at × 40 magnification. Experiments were repeated three times. **c** Wound-healing assay in FoxM1 over expressing PTTG1^+/+^ and PTTG1^−/−^ HCT116 cells. The cells were allowed to form monolayers in a 6-well plate. A wound was created by a pipette tip. The healing of the wounds was monitored under microscope. Pictures were taken at different time points. Left panel: representative migration images of FoxM1 over expressing PTTG1^+/+^ and PTTG1^−/−^ HCT116 cells. Right panel: wound closure percentage was determined by subtracting values obtained at 0 h from 24 h. Experiments were repeated three times. **d** FoxM1 over expressing PTTG1^+/+^ or PTTG1^−/−^ HCT116 cells were injected into spleen to induce liver metastasis. Left panel: representative images of metastatic liver tumor derived from mice injected with control cells and FoxM1 overexpressing cells. Histochemistry and western blots indicated that the metastatic foci are derived from the injected cells and FoxM1 was overexpressed in the FoxM1 overexpressing group. Right panel: summary of metastatic liver foci numbers and liver weight. All data above are presented as the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001

To investigate the role of PTTG1 and FoxM1 in colon cancer metastasis, we stably expressed FoxM1 in PTTG1^+/+^ and PTTG1^−/−^ HCT116 cells, and implanted these cells into the spleen of nude mice to induce liver metastases. Mice were killed 6 weeks after intrasplenic injection. In the PTTG1^+/+^ control group without FoxM1 over expression, 8 out of 10 developed liver tumors (15–34 metastatic loci). The PTTG1^−/−^ control group without FoxM1 over expression, 5 out of 10 developed live metastases (4–14 metastatic loci). All 10 mice (100 %) in the PTTG1^+/+^ FoxM1 overexpressing group developed liver tumors (35–58 metastatic loci), while 4 out of 10 mice in the PTTG1^−/−^ FoxM1 group exhibited small liver tumors (5–13 metastatic loci). The overall liver weights in the PTTG1^−/−^ implanted mice were much less than these derived from PTTG1^+/+^ group. Overexpression of FoxM1 enhanced liver metastases of the PTTG1^+/+^ HCT116 cells but not these of the PTTG1^−/−^ cells. Histochemistry indicated that the metastatic foci (marked by arrow head) are derived from colorectal cancer (Fig. 4d). Western blots confirmed the enhanced FoxM1 expression in the metastatic foci derived from FoxM1 stably expressed cells. The results support the above *in vitro* cell migration and invasion findings and indicate that PTTG1 knock out attenuates FoxM1-induced colon cancer metastasis.

### 5. FoxM1-PTTG1 regulates Wnt antagonist DKK1

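HCT116 is a colorectal carcinoma cell line, and its PTTG1-/- derivative was made to lack PTTG1. RNA of 3 PTTG1+/+ and 3 PTTG1-/- samples was hybridised to Illumina beadchips, on which the brightness of a probe reports the amount of the transcripts that bind it. The signal summed over all probes was 15565151, 14804249 and 15315918 on the PTTG1+/+ arrays and 14796418, 15116168 and 16708425 on the PTTG1-/- arrays. Between 35.7% and 37.3% of the 47310 probes lay above background on each array, at a detection p under 0.05. The authors processed the raw data by the manufacturer's protocol and in Partek, and deposited unnormalized intensities together with normalized values. The values given here start from the unnormalized intensities. Background was corrected with neqc of the limma package, which here took the level of the control probes from the detection values and added an offset of 16, and the log2 values were quantile normalized across the 6 arrays. Of these probes, 17357 were above background on at least 3 of the 6 arrays, and each gene was represented by its probe with the highest mean, which gave 10642 genes. A difference is the log2 value in PTTG1-/- cells minus that in PTTG1+/+ cells, from limma's linear model with moderated variances and Benjamini-Hochberg adjustment over these genes. Over the genes, which are not independent replicates, arrays of the same line correlated at a Pearson's r of 0.993 to 0.996 and arrays of different lines at 0.986 to 0.988. The background correction, the normalization, the filter on dim probes and the choice of 1 probe per gene could each change the numbers, and the number of arrays limits their precision. None of the sources used here says whether the 3 samples of a line came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. Genotype and line coincide here, so other differences between the lines cannot be told apart from the loss of PTTG1.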

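PTTG1 encodes securin, which holds separase inactive until anaphase. Its RNA was read by 2 probes, which were lower in PTTG1-/- cells to very different extents. At probe ILMN_1753196 the log2 intensity was 10.79 ± 0.05 (SD, n = 3) in PTTG1+/+ cells, and on all 3 PTTG1-/- arrays it was not well above background (4.96 ± 0.12, SD, n = 3). PTTG1 RNA at this probe was therefore at least 49.2-fold lower in PTTG1-/- cells (adjusted p = 2.23e-09 with every probe tested by itself). Such a bound sets the mean of the brighter group against the mean of, on each array of the dimmer group, the higher of the probe's own level and the lowest level called above background. At probe ILMN_2042771, the one used for the gene, the log2 intensity was 12.03 ± 0.06 (SD, n = 3) in PTTG1+/+ cells and 11.13 ± 0.22 (SD, n = 3) in PTTG1-/- cells, which is 1.87-fold lower (SE 0.11 on the log2 scale, adjusted p = 0.00101). At both probes each PTTG1-/- array lay below each PTTG1+/+ array (exact permutation test, two-sided p = 0.1, the smallest p that 3 arrays against 3 allow). Probe positions were not used here, and a probe outside the deleted part of the gene says nothing about the genotype, so the labels of the 6 samples are checked by the probe that fell to background. The probe of PTTG3P, a processed pseudogene close to PTTG1 in sequence, was 1.75-fold lower (SE 0.08 on the log2 scale, adjusted p = 2.16e-04), and PTTG2 was not well above background on any of the 6 arrays. Probe sequences were not used here, so whether the PTTG3P probe also binds PTTG1 RNA is open.

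**Figure D1:**
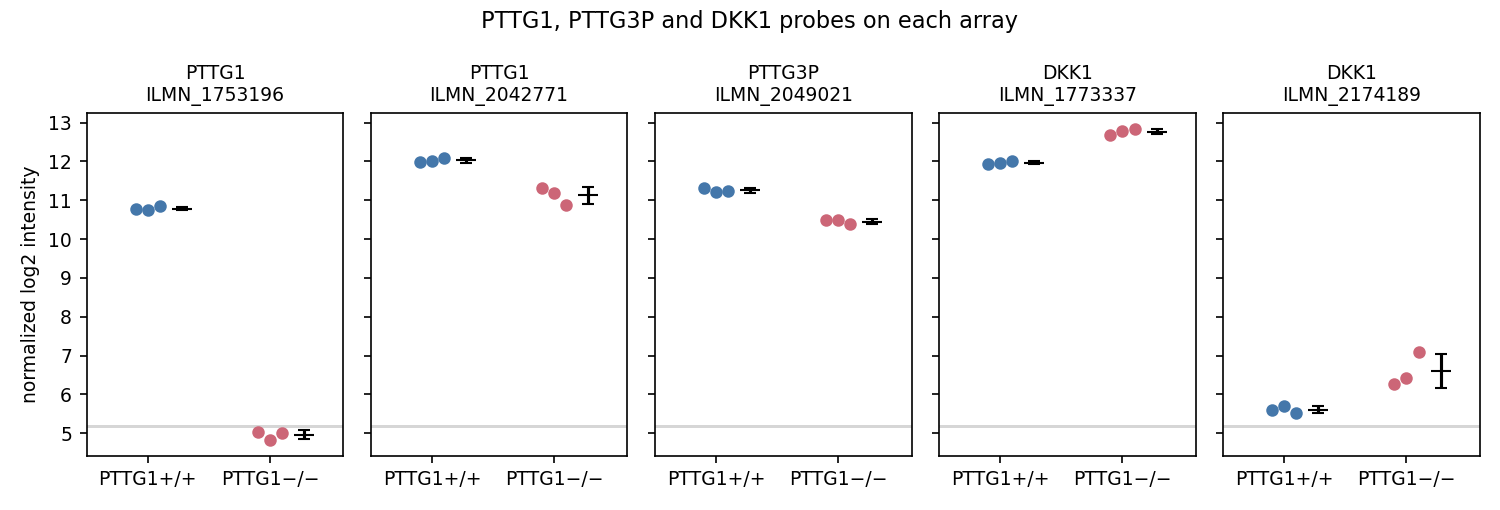
Normalized log2 intensity of the PTTG1, PTTG3P and DKK1 probes on each of the 3 PTTG1+/+ (blue) and 3 PTTG1-/- (red) arrays, with black bars for the mean ± SD and a grey band over the lowest levels called above background (5.13 to 5.20 on the 6 arrays). The PTTG1 probe in the left panel lies below that band on all PTTG1-/- arrays and the other PTTG1 probe stays far above it, while both DKK1 probes are higher on every PTTG1-/- array than on any PTTG1+/+ array.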

Using Illumina HumanHT-12_V4 microarrays, we compared the gene expression profiles of PTTG1^+/+^ and PTTG1^−/−^ HCT116 cells (GSE58863). 

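PTTG1-/- HCT116 cells differed from PTTG1+/+ cells in 1849 of the 10642 genes tested (limma, adjusted p under 0.05), of which 1020 were higher and 829 lower. Most differences were small, with a median size of 0.42 on the log2 scale, and 216 genes were higher and 188 lower by at least 1.5-fold, 40 and 49 by at least 2-fold. Among the largest rises in PTTG1-/- cells were MLKL, the executioner of necroptosis (3.77-fold, SE 0.08 on the log2 scale), TGM2, a transglutaminase (3.33-fold, SE 0.09), and DCLK1, a microtubule-associated kinase (4.91-fold, SE 0.09), which was above background on 1 of the 3 PTTG1+/+ arrays. HEY2, a transcriptional repressor induced by Notch, CEACAM1, a cell adhesion molecule, and ECM1, a secreted matrix protein, were not well above background on any PTTG1+/+ array and rose at least 2.01-fold, 2.29-fold and 2.89-fold. Among the largest falls were MKX, a homeobox transcription factor (7.16-fold lower, SE 0.09), ID2, an inhibitor of basic helix-loop-helix factors (4.35-fold lower, SE 0.10), and RGS2, a regulator of G protein signaling (3.86-fold lower, SE 0.09). NRIP1, a corepressor of nuclear receptors, ODAD2, a docking factor of ciliary dynein arms, and RNF43, a ubiquitin ligase that removes Wnt receptors from the membrane, were not well above background on any PTTG1-/- array and fell at least 7.62-fold, 5.35-fold and 3.47-fold. The adjusted p of each of these genes was at most 6.38e-06. In 1848 of the 1849 genes the arrays of the lines did not overlap, which passing the test nearly requires. The same held for 36.1% of all genes tested, where random labels give 10% on average. As genes vary together, a single labelling can lie far from that average. With 1 array left out the count was 1017, 984 and 1221 without PTTG1+/+ replicate 1, 2 and 3, and 1208, 1055 and 2178 without PTTG1-/- replicate 1, 2 and 3. It was 1140 with median scaling, 1044 with no normalization between arrays, and 936 with the methods' t-test after Benjamini-Hochberg adjustment (2923 at their p under 0.05).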

We identified 662 significantly differentially expressed genes (FDR < 0.05, Fig. 5a). We randomly selected 40 genes for validation using qPCR, and found that 37 genes were consistent up or down regulated between qPCR and microarray analysis (Fig. 5a), including 32 up-regulated genes (including SEMA3A, TP53I3, CDKN1A, CD33, CALB2, DLG4, SGK, PIK3R1, ABCA1, DKK1, BTG2, TP53INP1, ACSS2, IL11RA, RTN1, GSTM1, GSN, SCN9A,THBS1, LYL1, TAGLN, OLFM1, PHF1, CSPG4, MSRB3, PMP22, TGFBR3, FHL1, IDS, TLR5, IL4R, and BAG3) and 5 down-regulated genes (including CEBPB, TRIB3, EREG, DDIT4 and MAL2).

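On the arrays, 25 of the 27 measured genes from the up-regulated list rose in PTTG1-/- cells and none fell, and all 5 genes of the down-regulated list fell. Adjusted over the list alone, 26 and 5 passed. As the study lists genes whose direction by qPCR matched that on these arrays, the counts are not independent evidence of their direction. A test of either list as a group would have its outcome fixed by that choice. SEMA3A, a secreted guidance cue, rose 5.02-fold (SE 0.10 on the log2 scale, adjusted p = 1.58e-06), and TP53I3, a quinone oxidoreductase, rose 3.43-fold (SE 0.10, adjusted p = 9.18e-06). CDKN1A, which encodes the cell cycle inhibitor p21, rose 1.76-fold at the probe used (SE 0.07, adjusted p = 1.43e-04) and 3.80-fold at its other probe (adjusted p = 3.60e-05 with every probe tested by itself). SGK1, a serum-induced kinase, and ABCA1, a cholesterol exporter, rose 2.23-fold and 2.59-fold, ABCA1 being above background on 2 of the 3 PTTG1+/+ arrays. MAL2, a protein of membrane traffic in epithelial cells, fell by 2.87 on the log2 scale (SE 0.11, adjusted p = 1.28e-06), EREG, a ligand of the EGF receptor, fell by 1.49 and DDIT4, an inhibitor of mTORC1, fell by 1.24. THBS1, SCN9A and TLR5 were not well above background on any PTTG1+/+ array, and were at least 1.68-fold, 1.20-fold and 1.33-fold higher. The median log2 difference of the 27 genes was 0.79, or 0.72 with these genes at their bound, and that of the 5 down-regulated genes was -1.24. The genes that did not pass were IDS, a lysosomal sulfatase (log2 difference 0.20, SE 0.085, adjusted p = 0.141), and RTN1, a reticulon (-0.02, SE 0.14, adjusted p = 0.955). Probes of both genes disagree, since with every probe tested by itself IDS rose 1.39-fold at probe ILMN_1815445 (adjusted p = 0.00558) and RTN1 rose at least 1.43-fold at probe ILMN_1756928 (adjusted p = 5.16e-04). CD33, BTG2, IL11RA, PMP22 and FHL1 were not analysed here, as the annotation used pairs no probe with them. With the methods' t-test, CSPG4, TAGLN and TGFBR3 no longer passed (adjusted p = 0.054, adjusted p = 0.0553 and adjusted p = 0.0593, the largest over the alternatives of each gene).

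**Figure D2:**
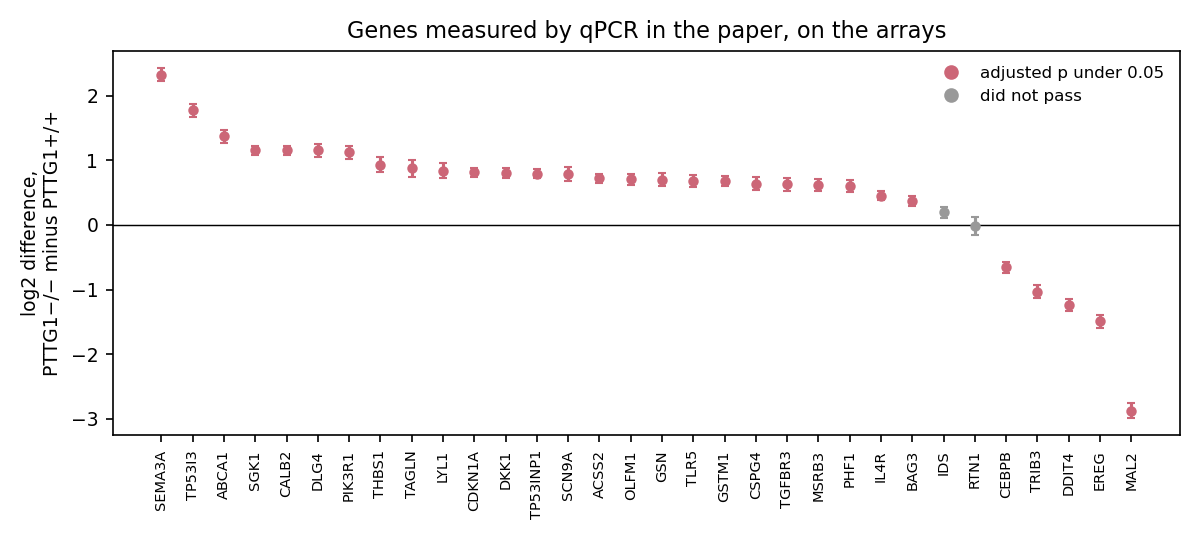
Log2 difference of each of the 32 measured genes from the paper's qPCR lists, PTTG1-/- minus PTTG1+/+, on the arrays, with bars for the standard error from limma (3 arrays per line). Red points passed an adjusted p of 0.05 and grey points did not. From SEMA3A on the left to MAL2 on the right, the 5 down-regulated genes are the only red points below 0.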

**Fig. 5:**
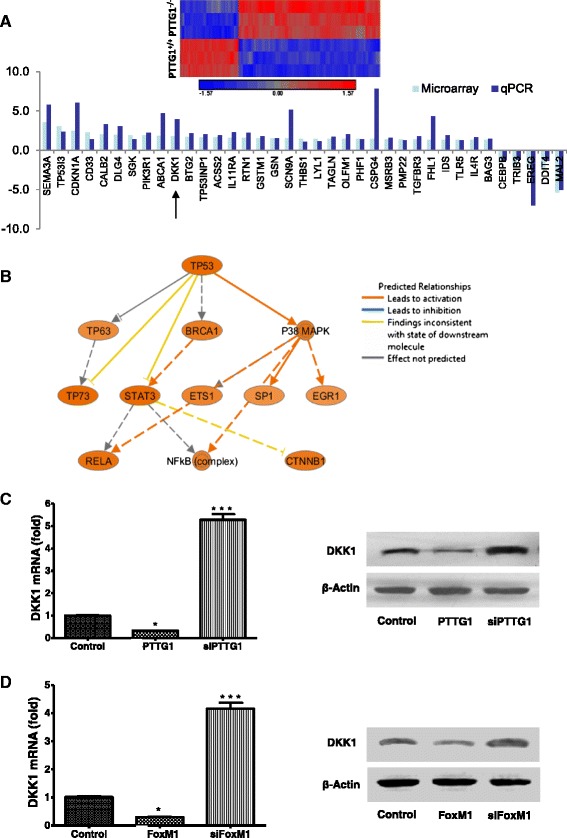
Genes regulated by PTTG1. **a** Differentially expressed genes in WT and PTTG1^−/−^ HCT116 cells. Upper: heat map of 662 differentially expressed genes (FDR < 0.05) between WT and PTTG1^−/−^ HCT116 cells. Lower: 37 out of 40 genes were consistent between microarray and qPCR. Results of qPCR were calculated using the ∆∆Ct method with GAPDH as an internal control. **b** Signaling network analysis of 662 differentially expressed genes revealed a network involve p53 and CTNNB1. **c** PTTG1 regulates DKK1 expression. HCT116 cells were transfected with pcDNA3.1 and negative control siRNA (control), pcDNA3.1 and PTTG1 siRNA (siPTTG1), control siRNA and pcDNA3.1-PTTG1 (PTTG1), respectively. Left: FoxM1, PTTG1 and DKK1 mRNA levels were detected by real-time qPCR. Right: FoxM1, PTTG1 and DKK1 protein levels were detected by western blot. **d** FoxM1 regulates PTTG1 and DKK1 expression. HCT116 cells were transfected with pcDNA3.1 and negative control siRNA (control), pcDNA3.1 and FoxM1 siRNA (siFoxM1), control siRNA and pcDNA3.1-FoxM1 (FoxM1), respectively. Left: FoxM1, PTTG1 and DKK1 mRNA levels were detected by qPCR. Right: FoxM1, PTTG1 and DKK1 protein levels were detected by western blot. All qPCR were performed in triplicates and normalized to GAPDH. β-actin was used as an internal control for western blot. Results from three experiments were expressed as mean ± SD. Western blot experiments were repeated three times. Results of a representative experiment are shown. *p < 0.05, **p < 0.01, ***p < 0.001

To obtain insight into the role of PTTG1 in colon cancer cells, we performed ingenuity pathway analysis (IPA) using the differentially expressed genes present in PTTG1^−/−^ HCT116 cell. The network analysis highlighted an enhancement of TP53 signaling pathway. It was predicted that the enhanced Tp53 further modulates STAT3 to attenuate CTNNB1, a key component of Wnt pathway (Fig. 5b). 

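Of the genes drawn in the network of Fig. 5b, 9 were measured on the arrays, of which STAT3 and NFKB2 rose in PTTG1-/- cells, BRCA1 and EGR1 fell, and 5 did not pass the test (the same counts when adjusted over the list alone). STAT3, a transcription factor activated by cytokines, rose 1.27-fold at the probe used (SE 0.07 on the log2 scale, adjusted p = 0.0140), while its other probes, each tested by itself, gave log2 differences of 0.22 (adjusted p = 0.109) and 0.11 (adjusted p = 0.590). CTNNB1, which encodes β-catenin, had a log2 difference of 0.20 (SE 0.10, adjusted p = 0.190), and its probes disagreed in sign, since the others above background gave 0.10 and -0.24, neither past the test. BRCA1, a DNA repair factor, fell 1.38-fold (SE 0.07, adjusted p = 0.00356), EGR1, an immediate early transcription factor, 1.36-fold (SE 0.08, adjusted p = 0.00639), and NFKB2, a subunit of NF-κB, rose 1.25-fold (SE 0.08, adjusted p = 0.0232). Among genes that β-catenin and TCF activate, 15 of 29 were measured. SOX9, BMP4, JAG1, CCND1 and SOX4 rose, RNF43 and BIRC5 fell, and 8 did not pass (7 and 3 adjusted over the list alone). SOX9, a transcription factor of intestinal crypts, rose 1.54-fold (SE 0.08, adjusted p = 0.00104) and CCND1, cyclin D1, 1.20-fold (adjusted p = 0.0367). AXIN2, a feedback inhibitor often used to report Wnt activity, had a log2 difference of -0.27 (adjusted p = 0.0611) and MYC of -0.09 (adjusted p = 0.504). Other probes of CD44 and SLC12A2, members that did not pass, gave log2 differences of 0.43 (adjusted p = 0.0223) and -0.43 (adjusted p = 0.0371). AXIN2 passed without PTTG1-/- replicate 3 (adjusted p = 0.0257, range over its alternatives 0.0205 to 0.299). CCND1, SOX4, AXIN2, CD44 and SLC12A2 were named after their values were seen. The list's median was 0.14, its mean -0.01, and camera gave an upward direction that did not pass (adjusted p = 0.331, and adjusted p = 0.601 with an estimated correlation), although it passed without PTTG1+/+ replicate 2 (adjusted p = 0.0472, the smallest over the alternatives that use camera, which reached 0.695). The call of STAT3 ended without PTTG1+/+ replicate 2 (adjusted p = 0.0632) or PTTG1-/- replicate 2 (adjusted p = 0.0560), without normalization and with the mean of its probes (range over its alternatives 0.00333 to 0.0632). That of NFKB2 ended without PTTG1+/+ replicate 2 or 3 or PTTG1-/- replicate 1 or 2 (adjusted p = 0.0565 to 0.0830), with other scalings, the methods' t-test and the replicate block (range 0.00963 to 0.0964). CCND1 lost its call without any 1 of the 6 arrays (adjusted p = 0.0501 to 0.108, range 0.00418 to 0.131), as did BIRC5 (adjusted p = 0.0578 to 0.162, range 0.0144 to 0.266), whose other probe had an adjusted p = 0.971. SOX4 lost its call without any array other than PTTG1-/- replicate 2 (adjusted p = 0.0631 to 0.116, range 0.0126 to 0.126). From the network built on its differentially expressed genes, the paper predicts an action through STAT3 that attenuates CTNNB1. It does not say whether RNA, protein or activity is meant, and the arrays measured RNA alone.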

As DKK1, an inhibitor of the Wnt signaling pathway, is induced by p53 [39], we seek to determine whether DKK1 mediates the FoxM1 and PTTG1 effects. DKK1 expression was examined in HCT116 cells when FoxM1 or PTTG1 are over-expressed or knock-down. The DKK1 mRNA and protein levels decreased ~67 % and ~50 % (Fig. 5c, column 2), respectively, in response to PTTG1 over-expression and increased over 5.28 folds and 2.5 folds (Fig. 5c, column 3), respectively, as a result of PTTG1 knock-down. Meanwhile, the DKK1 mRNA and protein levels reduced ~71 % and ~45 % under FoxM1 over-expression (Fig. 5d, column 2) and increased 4.1 -folds and 1.8 folds in response to FoxM1 knock-down (Fig. 5d, column 3).

## Discussion

Bioinformatic analyses indicated that FoxM1 and PTTG1 are concordantly expressed in human colorectal cancer tissues, suggesting PTTG1 is a potential target of FoxM1. We further presented evidence that FoxM1 activates PTTG1 transcription through binding to PTTG1 promoter. Our results indicated that forced over expression of FoxM1 up-regulates PTTG1. FoxM1 binds to DNA with a preference for a consensus 5’-A-T/C-AAA-T/C-AA-3’ recognition sequence [40] and there are two potential FoxM1 binding sites on the PTTG1 promoter. Luciferase reporter assay confirmed the transcriptional regulatory activity of FoxM1 on PTTG1 promoter. EMSA indicated that FoxM1 binds to both FoxM1 binding sites on the PTTG1 promoter. The binding of FoxM1 on the PTTG1 promoter is confirmed by ChIP assay.

The functions of FoxM1 and PTTG1 in regulating cell migration and invasion were surveyed. Boyden chamber assay indicated that FoxM1 and PTTG1 siRNAs attenuated migration and invasion of HCT116 and SW620 colorectal cancer cells. Wound-healing assay further suggested that PTTG1 mediates FoxM1 effects in regulating cell migration. The *in vivo* tumor xenografts also provided evidence that PTTG1 participates in the FoxM1-mediated liver metastases of colon cancer.

FoxM1 plays a central role in regulating many cellular functions, including cell proliferation, cell survival, and immortalization, and is critical to carcinogenesis and metastasis of cancers, including gastric cancer, colorectal cancer, pancreatic cancer, breast cancer, non-Hodgkin’s lymphoma, glioma and malignant peripheral nerve sheath tumors [26, 27, 41, 42]. Over-expression of FoxM1 involved in cell-cycle progression, invasion and angiogenesis, epithelial-to-mesenchymal transition (EMT) directly through up-regulating of its target genes, e.g. CDC25B, CCNB1, AURKB, PLK1, CENPA, CENPB, MYC, SKP2, MMP2 and VEGF. In present study, we identified PTTG1 as a FoxM1 target gene in colon cancer, which provides a mechanism of FoxM1 involved in the metastasis of malignances [26, 43–45]. We discovered that FoxM1 directly bound to the promoter region of PTTG1 gene, which is inconsistent with the previous report [46]. We also provide evidence showing that FoxM1 activates PTTG1 transcription. PTTG1 is required for FoxM1 to promote colorectal cancer cell migration and invasion. Identification of PTTG1 as a FoxM1 target gene provides further evidence linking FoxM1 function to carcinogenesis and progression.

Up-regulation of PTTG1 has been correlated with aggressive disease and poor prognosis in hepatocellular carcinoma, prostate cancer, esophageal cancer, glioma, thyroid cancer and colorectal cancer [13–19]. Previous studies showed that PTTG1 was directly regulated by estrogen, insulin, basic fibroblast growth factor, epidermal growth factor, β-catenin/transcription factor, Rb/E2F1 pathways, STAT3, etc., and consequently involved in multiple steps of tumor progression including tumorigenesis, invasiveness, metastasis, and angiogenesis [11, 20–24, 47]. Our study demonstrated a novel FoxM1-PTTG1 relation and implied a new mechanism of PTTG1 involving tumor progression.

DKK1, as a Wnt antagonist, shows wide and complex effects on cell proliferation and differentiation. The distinct effects of DKK1 seem to depend on the cell type, which agrees with the different effects of Wnt/β-catenin signaling [48]. In colon cancer, DKK1 was found down-regulated, indicating the loss of a negative feedback control of the Wnt/β-catenin pathway in this neoplasia [49]. Our microarray data showed that DKK1 was up-regulated in PTTG1^−/−^ cells and the further *in vitro* assays indicated that DKK1 was down-regulated by over expressing either FoxM1 or PTTG1. 

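On the arrays DKK1, a secreted inhibitor that binds the co-receptors of Wnt, had a log2 intensity of 11.97 ± 0.04 (SD, n = 3) in PTTG1+/+ and 12.77 ± 0.08 (SD, n = 3) in PTTG1-/- cells. It was 1.75-fold higher in the PTTG1-/- line (log2 difference 0.81, SE 0.08, adjusted p = 2.20e-04 from limma). Its other probe, a dim one, moved the same way, from 5.61 ± 0.10 (SD, n = 3) to 6.60 ± 0.44 (SD, n = 3), with an adjusted p = 0.0101 when every probe was tested by itself. For DKK1 the exact permutation test, two-sided, gave p = 0.1, the smallest that this design allows. Among 31 listed antagonists of Wnt signaling 17 were measured, of which 4 rose, 1 fell and 12 did not pass, or 7 and 2 adjusted over the list alone. Besides DKK1 the antagonists that rose were TLE1, a Groucho corepressor (1.43-fold, adjusted p = 0.0221), NKD2, which binds Dishevelled (log2 difference 0.38, adjusted p = 0.0174), and GSK3B, a kinase of the β-catenin destruction complex that was named after its value was seen (1.22-fold, adjusted p = 0.0274). RNF43 was the member that fell, by at least 3.47-fold, as it was not well above background on any PTTG1-/- array. SFRP1 and DKK2, both secreted Wnt inhibitors, had log2 differences of -0.01 (adjusted p = 0.975) and -0.05 (adjusted p = 0.725), and were picked after their values were seen. As a group the antagonists, of which DKK1 was also chosen by the study for qPCR, did not pass (median log2 difference 0.13, adjusted p = 0.218 from camera, and adjusted p = 0.426 with an estimated correlation), but they did without PTTG1+/+ replicate 2 (adjusted p = 0.0390) or 3 (adjusted p = 0.0391), with a range of 0.0390 to 0.426 over the alternatives that use camera (0.396 without DKK1, and 0.536 when an estimated correlation was used as well). The mean log2 difference of the antagonists was 0.03, lower than their median, and fry gave an adjusted p = 0.969. TLE1 lost its call without PTTG1+/+ replicate 1 or 2 or PTTG1-/- replicate 1 (adjusted p = 0.0510 to 0.0704), with no filter and with the replicate block (range 0.00586 to 0.137). NKD2 lost it without PTTG1+/+ replicate 1 (adjusted p = 0.0611) or PTTG1-/- replicate 1 (adjusted p = 0.0521), and without normalization (range 0.00303 to 0.0700). GSK3B lost it without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0506 to 0.118), with other scalings and with the replicate block (range 0.00988 to 0.118).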

Our results suggest that abnormal up-regulated FoxM1-PTTG1 pathway may promote colon cancer through suppressing DKK1 and thereby enhancing the Wnt pathway. In addition, the IPA analysis of PTTG1-regulated genes indicated an enhanced TP53 pathway, which are consistent with previous report [50]. DKK1 has been found induced by TP53 [39], which suggested that FoxM1-PTTG1 pathway may regulate DKK1 through modulating TP53 pathway. PTTG1 has been shown to be a direct target gene of β-catenin [51]. PTTG1 may therefore provide a positive feedback to enhance its own transcription by enhancing WNT pathway through suppressing DKK1.

In summary, we provide evidence that (1) FoxM1 regulates PTTG1 transcription through binding to PTTG1 promoter; (2) FoxM1 or PTTG1 knockdown attenuate colorectal cancer cell migration, invasion and metastasis; (3) FoxM1 activates PTTG1, which subsequently suppresses Wnt antagonist, DKK1. These findings expand our knowledge on regulatory mechanisms underlying tumor PTTG1 abundance. In the ongoing search for molecular points of therapeutic intervention for various malignancies, both PTTG1 and FoxM1 have been considered as promising and attractive targets for cancer therapy. The FoxM1-PTTG1 pathway we have identified will help to define the proper therapeutic window in which targeting FoxM1 or PTTG1 can achieve clinical benefits. However, more studies are needed to further understand the precise mechanisms of the FoxM1 and PTTG1 involved in different cellular contexts and tumor types, and in response to different types of damage.

## Conclusions

The results indicate that PTTG1 is a FoxM1 targeted gene. FoxM1 binds to PTTG1 promoter to promote PTTG1 transcription, and FoxM1-PTTG1 pathway promotes colorectal cancer migration and invasion.

## Additional files

Additional file 1:
**Real time qPCR primers.** (XLS 16 kb) Additional file 2:
**FoxM1 mRNA levels in 61 colorectal cancer cell lines.**

How the deposited data were processed for this re-analysis (not part of the article)

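RNA of HCT116 colorectal carcinoma cells, 3 samples of the PTTG1+/+ line and 3 of the PTTG1-/- line, was measured on 6 arrays of Illumina beadchips of 1 colour. The authors deposited, for each array, the unnormalized intensity of each probe on a linear scale, without background subtraction. They also deposited for each probe and array a fraction that is headed as a detection p but rises with the intensity, in steps that fit a share of the negative control probes, so 1 minus that fraction was used as the detection p. The authors' processed values are on a log2 scale, with a median of 6.07 on every array. Their ranks within an array are those of the unnormalized intensities and their distribution is the same on every array, so they are taken as quantile normalized, without centring. Ranks cannot show whether background was corrected, since a correction can leave them unchanged. Their direction follows that of the intensities. The paper names the manufacturer's protocol and Partek for processing, and a nonpaired two-tailed Student's test in its general statistics section; the scanner software and the normalization are not given in the sources used here. Of the intensity table, 12 lines carry no probe name and were left out, which leaves 47310 probes.

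All values start from the unnormalized intensities. In R 4.3.3, limma 3.58.1 was used to correct background (neqc, with the controls' level inferred from the detection p, offset 16), to normalize by quantiles and to take log2. A probe was kept if its detection p was under 0.05 on at least 3 of the 6 arrays (17357 probes). Probes were named through the platform annotation given for this work, which lists 30115 probes, 30107 of them with 1 gene and 8 with several, and leaves 17195 of the probes unnamed here. Symbols were updated to the gene table of GRCh38.p14 through gene identifiers for 30068 probes and through accessions for 18, and the old symbol was kept for 21. Among the kept probes 13686 had 1 gene and 3668 were unnamed here. Each gene was represented by its probe with the highest mean, which gave 10642 genes. Levels of XIST and of Y-linked genes are not reported. Coordinates are not printed, because no genome build is named for these arrays. Differences were tested with lmFit and eBayes and adjusted by the Benjamini-Hochberg method. Single values were also tested by an exact permutation test, two-sided. A probe that was not above background on any array of a group has only a bound there, given as at least so many fold.

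Set before the data were examined were the samples, the tests, the alternatives, the rule for named genes and 32 gene lists. The rule names the 12 largest rises and 12 largest falls among genes past the threshold whose arrays do not overlap between the lines, every gene the paper names for these cells, and from each list up to 4 members with the smallest p. It gave 172 genes. The paper's directions for its qPCR genes and its Fig. 5 had been seen before the rule was written. Of the 86 genes the paper names for these cells 74 were tested, 4 were under the filter (TP73, MMP2, ZEB1 and ZEB2) and 8 were not analysed here, since the annotation pairs no probe with them (among them CD33, BTG2, IL11RA, PMP22, FHL1, TP63 and MAPK14). Where a count of 5 or fewer held genes outside the rule, they were named as well, after their values were seen. The lists hold the paper's qPCR genes (up and down), further genes with qPCR primers, the network of Fig. 5b, antagonists and targets of Wnt signaling, FoxM1 and PTTG1 targets the paper names, mitotic, replication and cohesin genes, ATF4 targets, chaperones of the endoplasmic reticulum, heat shock proteins, EGF receptor ligands, ERK feedback genes, metalloproteinases, integrins, epithelial and mesenchymal genes, SRF and YAP targets, targets of TGF-β, NF-κB, interferon, SREBP2 and HIF1, semaphorins, markers of gut differentiation, of fibroblasts and of blood, and genes that every cell uses, and 1 list that is not reported here. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Of the 15 lists that passed at the preset correlation, 5 passed with an estimated one, among them the ATF4 targets and the replication genes. Both qPCR lists are in these counts, but the study chose them by their direction on these arrays, so their tests are void and are not reported.

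The alternatives were other background corrections and normalizations, the authors' values, other filters, other ways to combine probes, other variance models, the methods' t-test, the replicate number as a block, leaving out each array in turn, other thresholds and other list tests. Chosen after the data were seen were the ATF4 list without the qPCR genes, the other reported lists without the qPCR genes they hold (apart from Wnt antagonists without DKK1, which was set before), the cohesin list without PTTG3P, and the authors' values with every probe kept, tested by itself with the methods' t-test. The steps were tested on simulated arrays of the same comparison, in which 10667 genes passed the filter and 200 had been changed. The share recovered was 44% at a log2 difference of 0.5, 70% at 0.75, 78% at 1 and 91.8% at 2, with 9 unchanged genes among 151 calls, and a list of 40 genes raised by 0.3 passed camera while none of the other 32 did. The simulated noise was drawn for each probe by itself, so genes did not vary together. It therefore cannot show how often camera calls lists of correlated genes falsely. On the real arrays, splits that mix the lines gave 2 to 8 called lists at the preset correlation. Depth is set by signal over background: between 16868 and 17662 probes were above background on an array, so transcripts below background are not measured, and 33 called genes were not above background on any PTTG1-/- array and 56 on no PTTG1+/+ array.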

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

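The tests of explanations, the lists without qPCR genes and the reading of the splits in this part were chosen after the results were seen; the list tests and the rule for the largest changes were not.

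Of the 12 largest rises and 12 largest falls in PTTG1-/- cells, 21 genes are not named by the paper and were picked out for that reason. The log2 differences of those that rose were 2.30 for DCLK1, 1.92 for MLKL, 1.79 for WASHC3, 1.74 for TGM2, 1.73 for HEY2, 1.703 for PELI2, 1.69 for CEACAM1, 1.66 for ECM1, 1.59 for VSNL1 and 1.57 for TENM3. Those that fell had log2 differences of -3.36 for NRIP1, -2.94 for ODAD2, -2.84 for MKX, -2.29 for RNF43, -2.16 for MNS1, -2.13 for ZNF83, -2.12 for ID2, -2.04 for GCNT3, -1.95 for RGS2, -1.78 for TRIM15 and -1.77 for VGF. Among these, HEY2, PELI2, CEACAM1, ECM1 and TENM3 were not well above background on any PTTG1+/+ array, nor NRIP1, ODAD2, RNF43, ZNF83, GCNT3 and TRIM15 on any PTTG1-/- array, so their true differences are known only to a bound.

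A further 11 gene lists that the paper does not report on for these arrays, although its text raises some of their themes, shifted as groups (camera, adjusted p under 0.05). The median log2 differences of those that fell were -0.42 for ATF4 targets, -0.22 for epithelial genes, -0.16 for mitotic genes, -0.16 for replication genes, -0.15 for cohesin, separase and securin genes, PTTG3P among them, and -0.11 for EGF receptor ligands. Those that rose had medians of 0.31 for mesenchymal genes, 0.27 for semaphorins, 0.26 for interferon response genes, 0.17 for heat shock proteins and 0.16 for SRF and YAP targets. Among the 11, the ATF4 targets and the replication genes also passed with an estimated correlation, while the EGF receptor ligands and the heat shock proteins did not pass without the gene of each that the study chose for qPCR, EREG and BAG3 (adjusted p = 0.242 and adjusted p = 0.0773).

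The 6 arrays can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. Each split other than the real one also puts arrays of both lines in each group. A difference between the lines then adds to the spread within groups, which lowers the count of genes that such a split gives. The count of genes past the threshold was 1849 for the real split and highest at 0 for the others, which had up to 626 genes at an unadjusted p under 0.05 in limma against 3369 for the real one. Only 1 of the 10 splits, the real one, gave as many genes. Camera called 15 lists for the real split, the 2 qPCR lists chosen on it included, and at most 8 for the others, so again 1 of 10 gave as many.

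A PTTG1 probe stayed bright in PTTG1-/- cells while the other fell to background. RNA of PTTG1+/+ cells in the PTTG1-/- samples would leave the same share at both probes, but the probe that fell kept at most 2.03% of its PTTG1+/+ level and the other kept 53.4%, which argues against it. RNA of a paralog that binds the bright probe may be the source, and the PTTG3P probe, which had a log2 difference of -0.80, moved with it. A transcript of the targeted allele that keeps the part this probe binds (its log2 difference was -0.905) may be another. These explanations cannot be told apart, because neither the sequence nor the position of the probes was used here.

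Targets of ATF4, the transcription factor of the amino acid response, fell in PTTG1-/- cells: 23 of 32 measured members, among them DDIT3 (2.64-fold lower), CHAC1 (2.64-fold lower) and STC2 (2.07-fold lower), and none rose (25 fell adjusted over the list alone, camera adjusted p = 9.34e-17, and adjusted p = 0.0187 with an estimated correlation). CEBPB, TRIB3 and DDIT4 come from the paper's qPCR list, and without them 20 of 29 fell (adjusted p = 0.0273 with an estimated correlation). Background correction or normalization as the cause is argued against by the median, which was -0.38 or lower in all 6 such alternatives, while less stress of the endoplasmic reticulum, which would lower its chaperones, is argued against only weakly by their median of 0.19 with none called lower, since the list did not pass (adjusted p = 0.0896, and adjusted p = 0.226 with an estimated correlation), XBP1, DNAJC3, HSPA5, HYOU1 and SDF2L1 of its 13 members, named after their values were seen, had log2 differences of -0.11, -0.08, -0.06, -0.05 and -0.01, none past the test, and of MANF, HSP90B1 and PDIA4, which were higher, HSP90B1 lost its call without any 1 array (adjusted p = 0.0519 to 0.133) and PDIA4 without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0795 to 0.129). A difference in medium or density between the cultures may be the cause and cannot be told apart from the loss of PTTG1, since growth conditions that differ between the lines would follow the genotype: hypoxia genes, which follow crowding, had a median of 0.034, and nutrient supply was not measured. RNA of ATF4, named after its value was seen, had a log2 difference of -0.22 (adjusted p = 0.0927, range over its alternatives 0.0172 to 0.371) at the probe used and -0.51 at another (adjusted p = 0.0124 by itself), and a lower ATF4 response after loss of PTTG1 stays a hypothesis.

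MKX and ODAD2 are neighbours on their chromosome and are both among the 12 largest falls, which random orders of the genes gave with a permutation p of 0.0126, in a test prompted by that adjacency (the 12 largest rises held 0 adjacent pairs, permutation p of 1). Loss of a wide part of the chromosome would lower the genes around them by about a copy, but the 9 tested neighbours had a median log2 difference of -0.16, from -0.33 to 0.06. RAB18 and PDSS1, named after their values were seen, were the neighbours that passed (adjusted p = 0.0400 and adjusted p = 0.0437), and both lost their calls without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0524 to 0.12 and adjusted p = 0.0888 to 0.144). Loss of every copy of both genes would leave both probes at background if each binds RNA of its own gene alone. The MKX probe, with a mean log2 intensity of 6.37, was above background on all 3 PTTG1-/- arrays. Its sequence was not used here, and a PTTG1 probe also stayed bright in these cells. The signal therefore cannot decide whether a copy of MKX remains. Also open, as no DNA was measured, is a change at these genes alone, such as silencing or a partial loss in the PTTG1-/- line, which may have arisen with the loss of PTTG1 or apart from it.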

How the results depend on the processing

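In this part the combination of the authors' values with every probe and the methods' t-test, the lists without the qPCR genes (apart from Wnt antagonists without DKK1) and the cohesin list without PTTG3P, were chosen after the results were seen. PTTG1 (log2 difference -3.37 to -0.78), DKK1 (0.76 to 0.90) and the ATF4 targets (median -0.45 to -0.38) kept their direction and passed in every alternative run, and no chromosome shifted as a whole in any of them. For PTTG1 these are values of the probe that stayed bright, apart from the mean of its probes (-3.37). Only that mean includes the probe that fell to background. Of 133 named genes past the threshold, 92 stayed past it in all their alternatives. The count of different genes was 1140 with median scaling, 1044 with no normalization between arrays, 936 with the methods' t-test, 984 to 2178 with 1 array left out, 404 at 1.5-fold, 89 at 2-fold, 742 at an adjusted p under 0.01, 3369 at an unadjusted p under 0.05 and 263 in the added combination. Other settings gave 1609 to 2710 (the top of that range with array weights), apart from the replicate block. The count of higher genes was 663 with no normalization, 523 with the t-test and 577 to 1133 with 1 array left out; that of lower genes was 435, 381 and 413 with median scaling, no normalization and the t-test, 1257 with array weights, and 407 to 1045 with 1 array left out. Of 32 lists 15 passed camera, 5 with an estimated correlation and 24 with fry, which does not compare a list with other genes. With 1 array left out the median of Wnt antagonists ran from 0.10 to 0.21 and passed without PTTG1+/+ replicate 2 or 3, and that of Wnt targets from 0.0903 to 0.23 and passed without PTTG1+/+ replicate 2. Array weights and the methods' t-test were not run for lists or chromosomes; the t-test ended the calls of TLE1 and NKD2. With the mean of a gene's probes the sign turned for AHNAK (0.19), SKP2 (0.29) and RTN1 (0.47), and for RTN1 also with the stricter filter (0.95, at a probe not above background in PTTG1+/+ cells), as other probes of these genes enter. For the rest the cause was not tested. With the replicate block 1346 genes were called, 1302 of them shared. Deviations of samples of the same number correlated at r of -0.07, -0.00 and -0.12, which gives no sign of pairing. With 3 samples per line this cannot exclude that samples were handled as pairs. No slide or scan was named in the sources used here, so that block was not run. Signal over background limits low transcripts.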

Differences from the paper's values

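Which alternatives were set before the data were examined is said at each value. The paper reports 662 differentially expressed genes at an FDR under 0.05, and the same threshold gave 1849 here. Among the 24 alternatives set before the data were examined, the count came within 1.5 times the paper's in 3: the methods' t-test (936), an adjusted p under 0.01 (742), and the arrays without PTTG1+/+ replicate 2 (984, with fewer samples). In the other 21 it did not. The combination of the authors' values, every probe and the methods' t-test, chosen after the values were seen, gave 263 probes.

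For RTN1 the paper's microarray bar is about 1.6-fold higher in PTTG1-/- cells in Fig. 5a, read by eye, and the value here was 0.99-fold. In 18 of the 20 alternatives set before the data were examined it did not come within 1.5 times the paper's. In the other 2 it did, with a limit. The stricter filter on dim probes takes probe ILMN_1756928, which was not above background on any PTTG1+/+ array and was at least 1.43-fold higher, and the mean of a gene's probes (1.38-fold) includes that probe, so neither gives more than a bound to set against the paper's value. In the authors' values this probe was 1.51-fold higher, with the same limit. Of the other 27 microarray bars of Fig. 5a for genes tested here, those of THBS1, SCN9A and TLR5 can be set only against bounds, of at least 1.68-fold, 1.20-fold and 1.33-fold, none of which is over 1.5 times the paper's bar. The rest lay within 1.5 times the values found. This margin is a weak check, since for bars of 1.5-fold or lower it would also hold for a gene that did not change. IDS (bar of about 1.3-fold), which did not pass here, lay within it. The bar of CDKN1A, about 2.4-fold, was closer to its other probe in the authors' values (2.455-fold) than to the probe used (1.733-fold).

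Of the paper's 37 genes, 32 were tested and 30 had the paper's direction past the threshold. IDS, which the paper lists as up-regulated, had a log2 difference of 0.20 that did not pass, and it did pass with the mean of a gene's probes (0.34, adjusted p = 0.0161). For the network in which the paper predicts that CTNNB1 is attenuated through STAT3, CTNNB1 RNA had a log2 difference of 0.20 (adjusted p = 0.190 in limma). The paper does not say whether RNA, protein or activity is meant, and the arrays measured RNA alone. This value is therefore not a test of that prediction.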

Other observations

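The adjacency and window tests, the cohesin list without PTTG3P and the lists without qPCR genes in this part were chosen after the results were seen; the list tests were not. Of 40 mitotic genes 9 fell in PTTG1-/- cells, 31 did not pass and none rose (12 and 0 adjusted over the list alone, camera adjusted p = 2.18e-05, and adjusted p = 0.215 with an estimated correlation), among them CCNB1, cyclin B1, 1.37-fold lower (SE 0.08 on the log2 scale). Of 32 replication genes 7 fell, 25 did not pass and none rose (9 adjusted over the list alone, adjusted p = 2.18e-05, and adjusted p = 0.0395 with an estimated correlation), among them MCM10 and MCM5, replication factors, 1.37-fold and 1.27-fold lower. Of 15 genes on the list of cohesin, separase and securin genes 6 fell (7 adjusted over the list alone, adjusted p = 0.00165, and adjusted p = 0.226 with an estimated correlation), and these count PTTG3P, the pseudogene of the targeted gene. Whether the PTTG3P probe also binds PTTG1 RNA is open. Without PTTG3P, a test chosen after the results were seen, 5 of 14 fell (5 adjusted over the list alone, adjusted p = 0.00796, and adjusted p = 0.327 with an estimated correlation). They were the cohesin subunits STAG1 (1.56-fold lower, SE 0.07), RAD21 and STAG2, ESPL1, which is separase, and CDCA5, which is sororin, with CDCA5 and STAG2 named after their values were seen. ESPL1 lost its call without PTTG1+/+ replicate 1 or 2 or PTTG1-/- replicate 1 or 2 (adjusted p = 0.0565 to 0.113), and CDCA5 and STAG2 theirs without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0596 to 0.109 and adjusted p = 0.0550 to 0.121). FOXM1 itself had a log2 difference of -0.30 (SE 0.10, adjusted p = 0.0709, and exact permutation p = 0.1, two-sided), which passed without PTTG1-/- replicate 1 (adjusted p = 0.0450, range over its alternatives 0.0313 to 0.185). Of 17 FoxM1 targets that the paper names, CAV1 (1.73-fold lower), CCNB1, CENPA, PLK1 and BIRC5 fell and none rose at the probe used (6 adjusted over the list alone, adjusted p = 0.00219, and adjusted p = 0.104 with an estimated correlation). PLK1 lost its call without PTTG1+/+ replicate 1 (adjusted p = 0.0520, range 0.00267 to 0.0818) and BIRC5 without any 1 array (adjusted p = 0.0578 to 0.162). The probes of SKP2, another of these targets, disagree, with a log2 difference of -0.01 at the probe used and 0.58 at its other probe (adjusted p = 0.00237 by itself). The same holds for mitotic and replication genes that did not pass: other probes gave 0.34 for UBE2C (adjusted p = 0.0216), -0.57 for BUB3 (adjusted p = 0.0125) and -0.32 for PCNA (adjusted p = 0.0374), all named after their values were seen. Of 5 PTTG1 targets from the Background 0 passed in limma, 2 had an unadjusted p under 0.05 and 1 passed adjusted over the list alone (camera adjusted p = 0.605, and fry adjusted p = 0.0384). That member was higher in PTTG1-/- cells, and both list tests pointed upward (mean 0.06, median -0.01). The paper's Background names these genes as induced by PTTG1, so a loss of induction would point downward. CCND3, cyclin D3, had a log2 difference of 0.27 (adjusted p = 0.0544) and passed without PTTG1-/- replicate 3 (adjusted p = 0.0283, range 0.0153 to 0.169), while CXCL8, MYC, VEGFA and FGF2 had log2 differences of 0.24, -0.09, -0.08 and -0.01. Other probes of CXCL8 and MYC gave -0.09 and -0.17, neither past the test.

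Of 23 epithelial genes 11 fell, 11 did not pass and 1, SPINT2, rose (12 and 2 adjusted over the list alone, adjusted p = 3.28e-04, and adjusted p = 0.0954 with an estimated correlation), with GRHL2, a factor that maintains epithelial identity, lower, as it fell by 0.93 on the log2 scale (SE 0.10), and CLDN7, a tight junction claudin, 1.63-fold lower (SE 0.08). Of 25 listed mesenchymal genes 12 were measured, of which S100A4, TWIST1, COL6A1, SPARC and MSN rose, 7 did not pass and none fell (7 adjusted over the list alone, adjusted p = 1.86e-04, and adjusted p = 0.137 with an estimated correlation). TWIST1, a transcription factor of the epithelial-mesenchymal transition, was 2.37-fold higher (SE 0.11) and S100A4 2.22-fold higher (SE 0.08). SPARC, not well above background on any PTTG1+/+ array, was at least 1.32-fold higher. VIM had a log2 difference of 0.05 (adjusted p = 0.770). SPINT2, MSN and VIM were named after their values were seen. SPINT2 lost its call without any array other than PTTG1-/- replicate 3 (adjusted p = 0.111 to 0.119), and MSN without PTTG1+/+ replicate 2 or 3 or PTTG1-/- replicate 1 (adjusted p = 0.0618 to 0.0666).

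Of 16 SRF and YAP targets 6 rose (6 adjusted over the list alone, adjusted p = 0.00450, and adjusted p = 0.115 with an estimated correlation), among them CCN2 2.16-fold and ACTA2 1.83-fold. Of 13 semaphorin genes SEMA3A, PLXNB1 (1.80-fold), SEMA4B, SEMA3F and SEMA4D rose (8 and 1 adjusted over the list alone, adjusted p = 5.98e-04, and adjusted p = 0.168 with an estimated correlation). SEMA3F lost its call without PTTG1+/+ replicate 2 (adjusted p = 0.0544) or PTTG1-/- replicate 2 (adjusted p = 0.0508), and SEMA4D, named after its value was seen, without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0879 to 0.138). Of 15 interferon genes 7 rose, among them IFI6 1.64-fold (7 adjusted over the list alone, adjusted p = 2.04e-04, and adjusted p = 0.226 with an estimated correlation). Of 8 EGF receptor ligands and receptors EREG, HBEGF (1.63-fold lower) and BTC fell (3 and 1 adjusted over the list alone, adjusted p = 0.0463, and adjusted p = 0.204 with an estimated correlation), a list call lost without any 1 array other than PTTG1+/+ replicate 2 (adjusted p = 0.0568 to 0.135) and without EREG, which the study chose for qPCR (adjusted p = 0.242). BTC, not well above background on any PTTG1-/- array and at least 1.20-fold lower, lost its own without PTTG1-/- replicate 1 (adjusted p = 0.0703) or 2 (adjusted p = 0.0778). Of 10 heat shock genes BAG3, DNAJA1 and HSPA1B rose (3 adjusted over the list alone, adjusted p = 0.0273, and adjusted p = 0.170 with an estimated correlation), a list call lost without PTTG1+/+ replicate 3 (adjusted p = 0.0647) or PTTG1-/- replicate 3 (adjusted p = 0.0568) and without BAG3, also chosen for qPCR (adjusted p = 0.0773). DNAJA1 lost its call without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0508 to 0.0835) and HSPA1B without any 1 array (adjusted p = 0.0642 to 0.129). The lists that hold 1 qPCR gene each and passed without it were those of epithelial genes (without MAL2, adjusted p = 0.00210), semaphorins (without SEMA3A, adjusted p = 0.00581) and SRF and YAP targets (without TAGLN, adjusted p = 0.0156), and with an estimated correlation they did not pass, with or without it (without it adjusted p = 0.104, adjusted p = 0.226 and adjusted p = 0.154). Without their qPCR genes TGFBR3 and ACSS2 the TGF-β targets and the cholesterol genes had adjusted p = 0.829, with the direction turned downward (median -0.06), and adjusted p = 0.550. Other probes of SEMA3B and COL6A2, on the semaphorin and mesenchymal lists, gave log2 differences of 0.58 (adjusted p = 0.00855) and 0.45 (adjusted p = 0.0149), and of ERBB3, an EGF receptor relative, -0.35 (adjusted p = 0.0431), all named after their values were seen. Fibroblast markers, which the cultures should lack, had 2 members measured, FBLN1 1.32-fold higher (1 adjusted over the list alone) and COL1A1 with a log2 difference of -0.15. Of 2 blood markers HBA1, close to background, was 1.36-fold higher (1 adjusted over the list alone), a call lost without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0572 to 0.0815).

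The further lists described here did not pass camera. Counts in brackets are those that rose and fell adjusted over the list alone. Of 13 further genes with qPCR primers 7 rose and PCK2, IER3, BRCA1 and, at the probe used, AHNAK fell (7 and 5, adjusted p = 0.139), of 13 chaperones of the endoplasmic reticulum MANF, HSP90B1 and PDIA4 rose (5 and 0, adjusted p = 0.0896, but 0.0305 without PTTG1-/- replicate 1), and of 19 ERK feedback genes 7 rose and IER3, EGR1, SPRED2 and DUSP5 fell (8 and 5, adjusted p = 0.264). Of 6 metalloproteinases and inhibitors TIMP1, TIMP2 and MMP15 rose and MMP9 fell (3 and 1, adjusted p = 0.255), and of 9 integrins ITGB4 (2.27-fold) and ITGA6 rose (3 and 1, adjusted p = 0.219). Of 9 TGF-β targets CCN2, TGFBR3 and ID3 rose and ID2 fell (3 and 1, adjusted p = 0.718, with a median of -0.01 against an upward test), and of 7 NF-κB targets TNFAIP2 and NFKB2 rose (2 and 0, adjusted p = 0.107, but 0.0468 without PTTG1-/- replicate 1). Of 19 cholesterol genes ACSS2 and INSIG1 rose and SQLE fell (2 and 1, adjusted p = 0.308), and of 23 hypoxia genes SLC2A1, ENO2, ALDOC, P4HA2 and PFKFB4 rose and SLC2A3 fell (7 and 2, adjusted p = 0.237). The 9 network genes gave an adjusted p of 0.718, 3 gut markers 0.339 (1 and 0), the fibroblast and blood markers 0.400 each, and of 17 genes that every cell uses B2M rose 1.23-fold (0 and 0, adjusted p = 0.718). The direction of AHNAK is open, since its 2 other probes, each tested by itself, were higher with log2 differences of 0.44 (adjusted p = 0.0112) and 0.49 (adjusted p = 0.0145), against -0.35 at the probe used, and the other probe of INSIG1 had -0.20 (adjusted p = 0.282). Among genes of these lists that did not pass, other probes gave 0.59 for DUSP6 (adjusted p = 0.00327) and 0.53 for PHLDA1 (adjusted p = 0.0148), both ERK feedback genes. SPRED2, DUSP5, DUSP6, PHLDA1, P4HA2 and PFKFB4 were named after their values were seen. Of these genes the following lost their calls: AHNAK without any array other than PTTG1-/- replicate 1 (adjusted p = 0.0616 to 0.141), HSP90B1 without any 1 array (0.0519 to 0.133), PDIA4 without any other than PTTG1-/- replicate 3 (0.0795 to 0.129), SPRED2 without PTTG1+/+ replicate 2 (0.0526), DUSP5 without any PTTG1+/+ array or PTTG1-/- replicate 1 (0.0737 to 0.107), TIMP1 without PTTG1+/+ replicate 1 or 2 or PTTG1-/- replicate 2 (0.0502 to 0.0745), and MMP15 without PTTG1+/+ replicate 1 or 2 or PTTG1-/- replicate 1 or 2 (0.0829 to 0.120). So did ITGA6 without any other than PTTG1-/- replicate 2 (0.0515 to 0.128), TNFAIP2 without PTTG1+/+ replicate 1 or 3 or PTTG1-/- replicate 1 or 2 (0.0583 to 0.0683), NFKB2 without PTTG1+/+ replicate 2 or 3 or PTTG1-/- replicate 1 or 2 (0.0565 to 0.0830), INSIG1 without PTTG1+/+ replicate 2 (0.0658) or 3 (0.0529), PFKFB4 without any other than PTTG1-/- replicate 3 (0.0562 to 0.107), and B2M without any PTTG1+/+ array or PTTG1-/- replicate 2 (0.0741 to 0.0804).

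Of the 10 tested genes nearest to PTTG1 in the order of its chromosome, 5 on each side, FABP6 and CCNJL were higher, NUDCD2 and HMMR lower, and 6 did not pass, among them SLU7 and ATP10B, the nearest on each side (log2 differences of -0.03 and -0.05). FABP6, 4 tested genes away, had a log2 difference of 1.45 (adjusted p = 5.26e-05) and CCNJL, 3 away, had 0.28 (adjusted p = 0.0367), while NUDCD2, 3 away on the other side, had -0.46 (adjusted p = 0.00886) and HMMR, 4 away, had -0.53 (adjusted p = 0.00613). CCNJL lost its call without any array other than PTTG1-/- replicate 3 (adjusted p = 0.0533 to 0.12), and HMMR without PTTG1+/+ replicate 2 (adjusted p = 0.193) or 3 (adjusted p = 0.0723). All of these except HMMR were named after their values were seen. Of 23 chromosomes 0 passed camera as a whole, adjusted or at an unadjusted p under 0.05 (smallest adjusted p = 0.771, and adjusted p = 0.954 with an estimated correlation). Over windows of 31 neighbouring genes the highest median was 0.21 (permutation p = 0.03 over 100 random gene orders) and the lowest -0.17 (permutation p = 0.19), and over windows of 11 genes they were 0.36 (permutation p = 0.25) and -0.37 (permutation p = 0.05). These 4 values are not adjusted for each other.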
